# Induction of the Erythroid Differentiation of K562 Cells Is Coupled with Changes in the Inter-Chromosomal Contacts of rDNA Clusters

**DOI:** 10.3390/ijms24129842

**Published:** 2023-06-07

**Authors:** Nickolai A. Tchurikov, Elena S. Klushevskaya, Ildar R. Alembekov, Antonina N. Kretova, Vladimir R. Chechetkin, Galina I. Kravatskaya, Yuri V. Kravatsky

**Keywords:** rDNA clusters, differentiation, inter-chromosomal contacts, 4C, gene expression, K562

## Abstract

The expression of clusters of rDNA genes influences pluripotency; however, the underlying mechanisms are not yet known. These clusters shape inter-chromosomal contacts with numerous genes controlling differentiation in human and *Drosophila* cells. This suggests a possible role of these contacts in the formation of 3D chromosomal structures and the regulation of gene expression in development. However, it has not yet been demonstrated whether inter-chromosomal rDNA contacts are changed during differentiation. In this study, we used human leukemia K562 cells and induced their erythroid differentiation in order to study both the changes in rDNA contacts and the expression of genes. We observed that approximately 200 sets of rDNA-contacting genes are co-expressed in different combinations in both untreated and differentiated K562 cells. rDNA contacts are changed during differentiation and coupled with the upregulation of genes whose products are mainly located in the nucleus and are highly associated with DNA- and RNA-binding, along with the downregulation of genes whose products mainly reside in the cytoplasm or intra- or extracellular vesicles. The most downregulated gene is *ID3*, which is known as an inhibitor of differentiation, and thus should be switched off to allow for differentiation. Our data suggest that the differentiation of K562 cells leads to alterations in the inter-chromosomal contacts of rDNA clusters and 3D structures in particular chromosomal regions as well as to changes in the expression of genes located in the corresponding chromosomal domains. We conclude that approximately half of the rDNA-contacting genes are co-expressed in human cells and that rDNA clusters are involved in the global regulation of gene expression.

## 1. Introduction

Nucleoli play important roles not only in ribosome biogenesis but also in a number of other functions, including genome stability, autophagy regulation, the regulation of gene expression, the positioning of chromosomes, the regulation of cellular stresses, and aging [1,2,3,4,5]. In embryonic stem cells, the formation of heterochromatin isles inside rDNA clusters leads to the appearance of repressed chromatin structures in different genomic regions, coupled with the transcriptional activation of differentiation genes and the loss of pluripotency [6,7]. The underlying mechanisms are not yet clear. One hint comes from the observation that rDNA clusters in human and *Drosophila* cells form dynamic inter-chromosomal contacts with numerous genes controlling development [8,9,10]. The heat-shock treatment induces dramatic but reversible changes in these contacts, highlighting their physiological role [9,10]. It has been shown that the changes occurring in such long-range rDNA–genomic interactions are associated with changes in gene expression patterns during tumorigenesis [11]. rDNA clusters often shape numerous contacts in chromosomal regions possessing the long stretches of H3K27ac marks that are associated with super-enhancers and active chromatin regions [9,12,13]. However, it has been observed that rDNA contact sites can exactly correspond to repressed chromatin areas [14] and that rDNA contacts are enriched in segments of closed, repressed, late-replicating chromatin, CTCF-binding sites, and with the regions possessing the most frequent DNA DSBs inside active and silenced genes [15,16]. Taken together, these facts support the view on the role of rDNA genes in the global epigenetic regulation of gene expression by the shaping of physiological 3D chromosomal structures [17,18]. However, to date, it has not been demonstrated if rDNA contacts are changed during differentiation and if these changes are associated with alterations in the expression of developmental genes.

In this study, we used the hemin-induced differentiation of human leukemia K562 cells and compared both the changes in the inter-chromosomal contacts of rDNA genes and the expression of genes. In our study, we observed approximately 200 sets of rDNA-contacting genes that are co-expressed in both untreated and differentiated K562 cells. We also observed that differentiation is coupled with alterations in rDNA contacts with developmental genes. Upon differentiation, the downregulation of more than 1000 genes whose products are mainly located in the cytoplasm was detected, along with the upregulation of approximately the same number of genes whose products bind with DNA or RNA and mainly reside in the nucleoplasm. We found that upon differentiation, the *ID3* gene, known as an inhibitor of differentiation, is extremely downregulated. We also detected that about half of the rDNA-contacting genes are co-expressed in human cells. The results of our study suggest that the inter-chromosomal contacts of rDNA clusters are involved in the formation of a 3D net of chromosomal structures that are associated with changes occurring in the expression of developmental genes.

## 2. Results

### 2.1. rDNA Clusters Contact with the Numerous Genes in Initial K562 Cells

For the identification of the contact sites of rDNA genes in initial K562 cells, we used the circular chromatin conformation capture (4C-rDNA) approach and paired-end sequencing of the corresponding libraries (see Section 4). In these experiments, we detected 3699 genes, which formed the most frequent contacts (≥100 contacts under the *p*-adjusted value ≤ 0.05) with rDNA clusters in the population of K562 cells (Table S1). Among these genes, there were 86 *ZNF* genes that could regulate gene expression occurring at the transcriptional and translational levels [19], 280 genes for long intergenic non-coding RNAs (lincRNAs) that affect gene expression [20], *Ago1-3* and *PIWI* genes that are involved in RNAi mechanisms, and 13 interleukin genes that modulate growth and differentiation.

A Gene Ontology (GO) search revealed that hundreds of these rDNA-contacting genes are highly associated with the regulation of cellular processes and development (Figure 1A, Table S2). These results were anticipated because it has previously been demonstrated that rDNA genes mostly shape contacts with developmental genes in human and *Drosophila* cells [9,10]. It is known that erythroleukemia-type K562 cells have been isolated from bone marrow [21]. For this reason, we can expect that some level of differentiation in this direction can be preserved in the cells, and different agents (hemin, guanine, guanosine, guanine ribonucleotides, thymidine, deoxyguanosine, sodium butyrate, and 5-aminolevulinic acid) to some extent activated the erythroid differentiation [22]. Our GO data were in agreement with our supposition and strongly suggest that rDNA clusters often shape inter-chromosomal contacts with developmental genes in untreated K562 cells.

However, the following questions arise: what does this fact mean, and what are rDNA clusters doing via these contacts with the specific sets of genes in different cell types and even different organisms? Could this be some mechanism that is required for the concerted expression of the specific pattern of genes necessary for differentiation? Some hint for answering the questions comes from a search of the detected rDNA-contacting genes in the ARCHS4 TFs Coexp database [23]. Surprisingly, we observed that, in untreated K562 cells, approximately half of the detected 3699 rDNA-contacting genes (namely, 1985 genes) formed the 177 sets of co-expressed genes in different combinations. (Figure 1B, Table S3). K562 cells are not unique in this respect. These genes are also co-expressed in different combinations across different human cell lines and tissues [23]. The data suggest the important role of the inter-chromosomal contacts of rDNA clusters in the global regulation of gene expression in human cells.

These data prompted us to compare whether the sets of rDNA-contacting genes in human cells of different origins essentially overlap. Figure 1C shows that 40% of the rDNA-contacting genes detected in K562 cells also shape frequent contacts in HEK293T cells. HEK293T cells originated from human embryonic kidney neurons [24], while K562 cells were obtained from bone marrow and were of the erythroleukemia type. These data are clearly consistent with the idea that different sets of rDNA-contacting genes in multiple combinations are co-expressed to direct differentiation in various cell types.

We performed a search of 1486 overlapping rDNA-contacting genes between two cell lines in GO databases and observed that they were highly associated with development and morphogenesis and nervous system development (Figure 1D). The relations between neuronal and myeloid cells are discussed in ref. [25]. Our data at least indicate that myeloid cells share inter-chromosomal rDNA contacts with a set of co-expressed developmental genes controlling the differentiation of neurons.

### 2.2. Induced Differentiation of K562 Cells Leads to Essential Changes in the Pattern of rDNA Inter-Chromosomal Contacts

We attempted to search rDNA inter-chromosomal contacts in K562 cells following the induction of differentiation by hemin (see Section 4). We observed that, upon differentiation, 1307 genes increased the number of contacts with rDNA genes, while 1200 genes decreased the number of contacts (Figure 2A, Table S1). Some genes changed the number of contacts by up to 50-fold. This result indicates that hemin serves as a strong signaling molecule for K562 cells and creates essential changes in the inter-chromosomal contacts of rDNA genes.

The analysis of these two sets of genes, either increasing or decreasing the numbers of contacts with rDNA genes, revealed that they corresponded to GO items containing genes that were involved in differentiation and development (Figure 2B,C). Interestingly, there was evidence of a few of the same GO items (regulation of the biological process, system development, and cell differentiation) possessing large groups of non-overlapping lists of genes (Tables S6 and S7). Our results suggest that members of the same GO item can behave differently during the differentiation of K562 cells. We detected that a set of genes, which increased the number of contacts with rDNA genes, included the genes *AGO1* (whose product binds to miRNAs and siRNAs and is involved in transcriptional gene-silencing), 36 *ZNF*, and 85 *LINC* genes. However, the list of genes that decreased the number of contacts with rDNA genes included *AGO2* (whose product is an important component of the RNA-induced silencing complex), another set of 30 *ZNF* genes, and 89 *LINC* genes. We assumed that these two sets of genes, located on opposite sides of the volcano plot in Figure 2A, play important roles in the differentiation of K562 cells by distinctive mechanisms.

When differentiating K562 cells, it can be observed that there are 2566 genes possessing at least 100 contacts with rDNA clusters (Table S1). The analysis of these genes in the ARCHS4 TFs Coexp database [23] revealed that 1485 genes were co-expressed in different combinations shaping 184 groups (Table S8). The data independently confirmed the previous conclusion (Section 2.1) that approximately half of the rDNA-contacting genes are co-expressed and that the inter-chromosomal contacts of rDNA clusters are involved in the co-regulation of large groups of genes.

### 2.3. Induced Differentiation of K562 Cells Leads to Extreme Downregulation of the ID3 Gene

The volcano plot presented in Figure 3A shows the statistically significant log2-fold changes in the expression of genes following hemin treatment. 

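Poly(A) RNA was sequenced from K562 cells, a human erythroleukaemia line that can be driven toward the erythroid state by hemin, an iron-containing porphyrin. The data comprise 2 untreated libraries and 2 libraries of cells treated with 50 µM hemin for 108 h. The paper gives 10899858 and 10110489 reads for the untreated replicates, and 10376685 and 11214611 reads for the hemin-treated ones. The authors trimmed the 50-base reads and estimated expected counts, TPM and FPKM per gene with RSEM on the Ensembl 106 annotation. The expected counts summed to 7801824 and 7455447 in the untreated libraries and to 7513843 and 8241534 in the hemin-treated libraries. The values reported here rest on these sums, not on the read totals. The authors' own differential table was made from a separate count of the reads with featureCounts and tested with DESeq2. Here the RSEM expected counts were rounded to whole numbers and scaled by the TMM method. They were tested with edgeR's quasi-likelihood test, with condition as the only term. The standard errors given with edgeR values are the size of the log2 fold change over the square root of the test's F. They were derived in this way and are not reported by edgeR. The edgeR filter on low counts left 14458 of 61498 genes. RSEM divides reads between genes that share sequence, so a gene with a near-identical copy or an overlapping neighbour carries an added uncertainty. The files give it as the posterior SD of the count. The 2 libraries of a condition differed by more than counting noise alone, with a mean chi-square per gene of 1.20 for the untreated pair and 1.18 for the hemin-treated pair. Among genes with more than 2000 counts in the pair it was 1.985 and 1.934. With 2 libraries per condition, leaving out any one of them leaves a single library on one side, which is then assumed to vary like the others. Counting intervals given with these data cover counting error only.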

The results of the RNA-Seq experiments we conducted are presented in Table S9. 

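Of the genes with an adjusted p below the threshold of 0.05 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 9 had a fitted log2 fold change beyond 5 in size, of which 3 increased and 6 decreased. All of them except ID3 and ATP6V1G2-DDX39B had no expected count in one of the conditions. The largest fitted increase was in ENSG00000285000, with no count in either untreated library and 35 and 28 counts in the hemin-treated ones. CORO7-PAM16, a read-through of neighbouring genes, went from 0 counts in both untreated libraries to 14 and 23. The largest fitted decrease was in ENSG00000279716, from 29 and 26 counts to none. These zeros depend on how RSEM divided shared reads, and its posterior SD was 64.7% of the count for ENSG00000285000, 60.6% for CORO7-PAM16 and 76.8% for ENSG00000279716. With RSEM's posterior mean counts in place of the expected counts, the log2 fold change was 1.09 for ENSG00000285000 (edgeR adjusted p = 0.0388), 0.23 for CORO7-PAM16 (edgeR adjusted p = 0.678) and -1.08 for ENSG00000279716 (edgeR adjusted p = 0.0766), so the last 2 were not past the threshold. Of the 9 genes, 5 kept an adjusted p under 0.05 by edgeR on those counts, and only ID3 stayed beyond 5 in size, at -5.23.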

The expressions of some genes changed to a considerable degree—up to log2 > 5. 

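ID3 (ENSG00000117318) lies on the minus strand of chromosome 1 of GRCh38 from 23557926 to 23559501. It was read by 42 counts in each untreated library and by 1 count in each hemin-treated library, which is 8.48 ± 0.184 TPM in untreated cells and 0.21 ± 0.0141 TPM in hemin-treated cells (SD, n = 2). The ratio of the pooled counts was 42.2 in favour of the untreated cells. Its exact 95% interval ran from 11.3 to 354, since only 2 counts stand behind the hemin-treated value. The fitted log2 fold change was -5.24 (standard error 0.49, adjusted p = 3.9e-04 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). With each library left out in turn it stayed between -5.28 and -5.18. On the log2(TPM + 1) scale, the alternative that moved it most, limma gave -2.97 with an adjusted p of 0.0611, and on the log2(TPM + 0.1) scale -4.79 with 0.0756, both above 0.05. DESeq2 gave -5.39 with a larger standard error of 1.16 and an unadjusted p of 3.1e-06. The 0.49 derived from edgeR's test is therefore not the full uncertainty. DESeq2's independent filtering on low mean counts left ID3 without an adjusted p, so DESeq2 as run here did not call the gene. That filtering was left at its default target and was not set to 0.05. RSEM's posterior SD of the ID3 count was 0.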

Interestingly, the *ID3* gene was extremely downregulated (more than 45-fold). This gene belongs to the family of inhibitors of differentiation (*ID*) genes. The corresponding helix–loop–helix (HLH) proteins in ID genes shape heterodimers with numerous members of the basic HLH family of transcription factors possessing basic DNA-binding domains. *ID3* genes encode proteins that lack this basic DNA-binding domain and, therefore, inhibit the DNA-binding behavior of different transcription factors and change the expression of numerous genes controlling cell growth and differentiation processes [26]. It is likely that the extreme repression of the *ID3* gene, which is considered a dominant negative regulator of differentiation [27], is required for instigating K562 cell differentiation. We also observed approximately 2-fold downregulation of the *ID1* gene, another member of the negative regulators of differentiation (Table S9).

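ID1 fell from 79 and 61 counts in the untreated libraries to 29 counts in each hemin-treated library, a log2 fold change of -1.27 (standard error 0.23, adjusted p = 0.007 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). In linear terms this is a 2.43-fold ratio of the pooled counts, with an exact 95% interval from 1.77 to 3.36. Without untreated replicate 1, its edgeR adjusted p was 0.0515, above the threshold of 0.05, and limma on log2(TPM + 1) gave 0.114. ID2 was read by 38 counts in each untreated library and by 28 and 24 after treatment, and its log2 fold change of -0.55 was not past the threshold (adjusted p = 0.21, same test). ID4 had no count in any of the 4 libraries.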

### 2.4. Hemin-Induced Differentiation Leads to the Up- or Downregulation of Thousands of Genes, Including More Than 200 rDNA-Contacting Genes

We expected that the induction of differentiation should lead to changes in the expression of numerous genes in K562 cells and that some of these genes could correspond to rDNA-contacting genes. 

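At an unadjusted p under 0.05, edgeR's quasi-likelihood test gave 2133 genes with higher and 2118 genes with lower expression after hemin, out of 14458 tested. With no effect at all, about 723 genes would pass that threshold by chance. After Benjamini-Hochberg adjustment, 1012 genes were higher and 1033 were lower. Few of these changed at least 2-fold, namely 32 higher and 163 lower. Under DESeq2 the 2-fold counts were 12 and 71, and with no count filter 143 and 310. The adjusted counts moved most under limma on log2(TPM + 0.1), to 2 genes higher and 3 lower. DESeq2, the tool of the paper, gave 602 and 481 genes after adjustment on the same rounded counts. At an unadjusted p under 0.05, DESeq2 gave 1379 genes higher and 1159 lower, and limma on log2(TPM + 0.1) gave 963 and 1564. The smallest p among increases belonged to FTH1, at a log2 fold change of 0.83 (adjusted p = 1.4e-05). Among decreases it belonged to FN1 at -0.85, then ARRDC4 at -0.99 and TXNIP at -0.85. These 4 genes kept an adjusted p under 0.05 by edgeR with any one library left out.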

In fact, we detected that, in the course of differentiation, more than 1000 genes are either up- or downregulated (*p*-value < 0.05) (Table S9). The GO search revealed that 1285 upregulated genes were highly associated with DNA- and RNA-binding (padj up to 8 × 10^−57^), and their products mainly reside in the nucleoplasm (padj up to 8 × 10^−141^) (Table S12). However, 1147 downregulated genes (*p*-value < 0.05) were mainly associated with differentiation and development, and their products mainly reside in the cytoplasm or intra- or extracellular vesicles (Table S13).

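The ontology databases were not used here. In their place, hand-written gene sets were tested with limma's camera on the edgeR counts, with an inter-gene correlation preset to 0.01. The p-values were adjusted over 20 sets by the Benjamini-Hochberg method. The sets were written after the paper's own differential values from these same libraries had been seen. Their p-values are therefore not independent support. The nucleolar ribosome biogenesis set rose, with a positive log2 fold change in 54 of 55 members and a median of 0.25 (camera adjusted p = 1.0e-24). The HNRNP family rose in 28 of 29 members, with a median of 0.21 (camera adjusted p = 1.1e-19). Among chromatin remodelling and histone modification genes, 57 of 71 were higher, with a median of 0.15 (camera adjusted p = 1.7e-08). NOP58 rose most in the nucleolar set, by 0.50. The cytosolic ribosomal protein set did not pass (median -0.02, camera adjusted p = 0.7), and its direction differed between alternatives. It passed downward without untreated replicate 1 (camera adjusted p = 0.0130) and without hemin replicate 1 (camera adjusted p = 0.0429). For the immediate early genes, camera gave an upward direction (adjusted p = 0.013) although the median was -0.03, and the set did not pass with no count filter (camera adjusted p = 0.119). Of the 20 sets 14 passed, and all 14 also passed under the rotation test fry. None passed when camera estimated the inter-gene correlation from the residuals of the 4 libraries. From the ontology terms of the upregulated genes, the paper states that their products bind DNA and RNA and mainly reside in the nucleoplasm.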

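Among the hand-written sets, extracellular matrix and adhesion genes fell most clearly. Their median log2 fold change was -0.42 over 29 tested genes, with 17 of them past adjusted p under 0.05 downward and none upward (limma's camera, adjusted p = 9.8e-26). ABI3BP fell from 108 and 110 counts to 31 and 26, a log2 fold change of -1.94 (standard error 0.20, adjusted p = 5.3e-04 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The lysosomal and vesicular set, by contrast, had a median of -0.0084 with 8 of 45 genes called downward and 2 upward, and was not past the threshold (camera adjusted p = 0.077). It passed downward with library size only (camera adjusted p = 0.0174) and without untreated replicate 1 (camera adjusted p = 0.02501). Predicted STAT5 targets fell with a median of -0.25 (camera adjusted p = 1.2e-04), where IL2RA fell from 35 and 38 counts to 1 and 4. Its hemin-treated value rests on those few counts.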

Figure 3B shows the intersections of upregulated genes and genes that reveal a decrease or increase in rDNA contacts. It can be observed that approximately 12% of upregulated genes are associated with rDNA. Similarly, approximately 10% of downregulated genes correspond to rDNA-contacting genes that changed their number of contacts with rDNA (Figure 3C). 

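The sheet of increased contacts was not complete in the copy of Table S1 used here, so only genes that lost contacts were compared. Of the 1244 genes on the sheet of decreased contacts, 1200 have an adjusted p of at most 0.05 in the paper's table, and 653 of these were tested for expression. At an unadjusted p under 0.05 (edgeR's quasi-likelihood test), 118 of 2133 genes with higher expression were on the list, or 5.53%. Of the 10207 genes that passed in neither direction, 436 were on it, or 4.27%.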

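Of 2118 genes with lower expression, 99 had lost contacts with rDNA according to the paper's table, or 4.67%. The share did not differ detectably from that of the genes with higher expression (odds ratio 1.19 of higher over lower, two-sided Fisher's exact test, p = 0.21). Taken as one set, the genes that lost contacts did not shift detectably against the other tested genes by limma's camera, whose direction was upward while their median log2 fold change was -0.00798. The gain and loss of contacts come from the paper's 4C data, which were not analysed here.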

The lists of these genes are presented in Tables S14 and S15, respectively.

The analysis of these genes revealed that they were simultaneously regulated by different transcription factors (Figure 3D,E). Interestingly, some of the factors were common to upregulated rDNA-contacting genes, which increased or decreased the number of contacts. These data are clearly consistent with the previous conclusion suggesting that rDNA-contacting genes are highly associated with numerous transcription factors and are also co-expressed.

### 2.5. Differentiation Is Coupled with Changes in rDNA Contacts in Areas Located around Globin-Gene Clusters

In our study, we expected that the hemin-induced differentiation of K562 cells may lead to changes in the expression of genes controlling globin genes and that these events were not associated with the direct contacts of rDNA clusters with the regions in which globin genes reside. Surprisingly, we observed changes in rDNA contacts on the tip of chromosome 16, where the α-globin gene cluster resides. There was an rDNA-contacting region located approximately 600 kb downstream of the cluster inside the *PRR25* gene in the initial K562 cells. Following the induction of differentiation, these contacts completely disappeared, while new rDNA-contacting regions located inside the *LUC7L* gene appeared much closer to the α-globin gene cluster, approximately 29 kb downstream from the locus (Figure 4).

We also detected the changes occurring in rDNA contacts in chromosome 11, where the β-globin gene cluster resides (Figure 5). Again, the rDNA contacts were detected around the β-globin gene cluster in initial K562 cells located inside olfactory receptor gene families that are positioned around the cluster. These contacts completely disappeared following the induction of differentiation. Only a few rDNA contacts were observed following differentiation approximately 40 kb upstream of the cluster.

The initial step of differentiation that we observed upon the action of hemin also caused the slight activation of the transcription of globin genes. Figure 6 shows that a statistically significant increase in expression values was detected in *HBZ*, *HBA2*, *HBA*1, *HBG1*, *HBG2*, and *HBE1* genes. 

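HBA1 rose by 0.80 on the log2 scale (standard error 0.05), HBZ by 0.70 (0.054), HBA2 by 0.70 (0.07) and HBE1 by 0.41 (0.039). All 4 had an adjusted p under 0.05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, the highest being 5.0e-04 for HBA2. Leaving out any one library kept each of them under that threshold, but limma on the TPM scales did not, with adjusted p-values from 0.0621 to 0.0968. HBG1 rose by 0.26 (standard error 0.084, unadjusted p = 0.0112, edgeR adjusted p = 0.066) and HBG2 by 0.19 (standard error 0.061, unadjusted p = 0.0132, edgeR adjusted p = 0.073). Neither was past the threshold over all genes tested. Each passed it in 8 of 19 alternatives, among them the strict count filter, no count filter, posterior mean counts, the length corrections and leaving out hemin replicate 2. Neither passed with RLE scaling, library size only, DESeq2, limma or the GC correction, or without hemin replicate 1 or either untreated library. Over the alternatives the log2 fold change ran from 0.14 to 0.39 for HBG1 and from 0.094 to 0.28 for HBG2, the lowest being without hemin replicate 1. HBA1 and HBA2 are near-identical copies, as are HBG1 and HBG2, so the files' division of reads between them adds an uncertainty. RSEM's posterior SD was 8.39% of the count for HBA2 and 5.75% for HBG1. A further entry, ENSG00000284931, overlaps HBG1 and HBG2 and had a posterior SD of 12.1%. It had 1752 and 2599 counts in hemin replicates 1 and 2. HBG1 had 3138 and 2843 there, and HBG2 had 5253 and 4996, the opposite direction. Division of reads among these entries may add to the replicate differences of HBG1 and HBG2, which was not tested. HBQ1, HBD, HBBP1 and BGLT3 had log2 fold changes from 0.06 to 0.20 and were not past the threshold, with edgeR adjusted p-values from 0.28 to 0.81. Without hemin replicate 2, HBD and BGLT3 changed direction. A hand-written set of other erythroid genes did not pass (limma's camera, direction upward, adjusted p = 0.81). Of its 27 tested genes 4 were called upward and 4 downward, with a median log2 fold change of 0.0321. The heme synthesis set did not pass either (median -0.171, camera adjusted p = 0.077).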

The basic transcription level for different globin genes was observed in initial K562 cells (Table S16). 

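Basal expression differed widely between the globin genes. HBE1 stood at 2257 ± 40.9 TPM in untreated cells and 2937 ± 49.1 TPM in hemin-treated cells (SD, n = 2), and HBG2 at 1510 ± 36.9 TPM in untreated cells and 1683 ± 172 TPM in hemin-treated cells. HBA1 stood at 552 ± 39.5 TPM in untreated cells and 942 ± 35.7 TPM in hemin-treated cells, HBZ at 219 ± 15.9 TPM in untreated cells and 349 ± 7.83 TPM in hemin-treated cells, and HBQ1 at 42.6 ± 0.827 TPM in untreated cells and 43.4 ± 1.8 TPM in hemin-treated cells. HBB was read by 1 and 2 counts in the untreated libraries and by 1 and 2 counts in the hemin-treated ones, which is too few to show a difference. HBM had no expected count in any library. Its zeros depend on how RSEM divided shared reads, since the posterior mean count was 0.88 to 1.09.

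**Figure D1:**
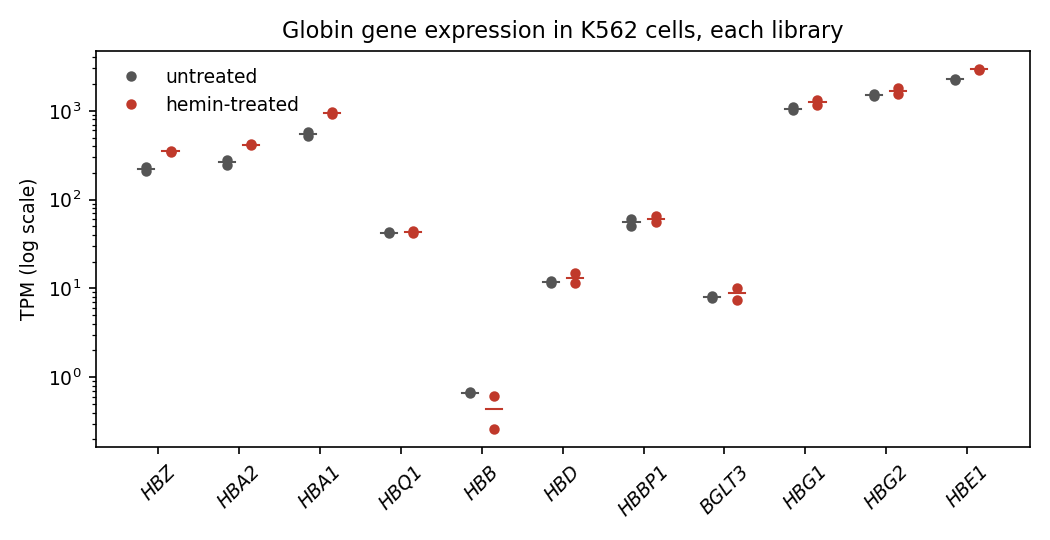
Expression of the globin genes of Figure 6 in K562 cells, in TPM on a log axis, for each of the 2 untreated (grey) and 2 hemin-treated (red) libraries. Points are libraries and short lines are the means. HBM, with no expected count, is not drawn. HBE1 is the highest gene and HBB the lowest, and both hemin-treated points lie above both untreated points for HBZ, HBA2, HBA1, HBG1, HBG2 and HBE1.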

The data we obtained indicate that, during the early differentiation stage of K562 cells, both the 3D structures of the chromosomal regions possessing globin genes and the expression levels of the genes are changed.

### 2.6. rDNA Contact Appearance at the Region of the ID3 Gene Is Coupled with Its Strong Repression

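ID3 was the 6th of 1033 genes with lower expression when ordered by fitted log2 fold change, among those with an adjusted p under 0.05 in edgeR's quasi-likelihood test. The 5 genes ahead of it had no count in either hemin-treated library and 12 to 40 counts in the untreated ones. Their fitted values depend on the prior count. The posterior SD of RSEM was 46.6% to 76.8% of the count for these 5 genes. With posterior mean counts their log2 fold changes ran from -2.30 to -1.08, that of ID3 was -5.23 (edgeR adjusted p = 2.4e-06), and 0 called decreases were larger. On the expected counts, among genes with at least 20 counts in both untreated libraries, 1 called decrease was larger than that of ID3. With no count filter, 49 were. DESeq2's independent filtering left ID3 and these 5 genes without an adjusted p. Adjusted over all genes without that filtering, a choice made after the values were seen, ID3 had a DESeq2 adjusted p of 3.7e-04 and 7 decreases past 0.05 were larger.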

In our study, we detected that, upon differentiation, the *ID3* gene was subjected to the most severe downregulation activity (Figure 3A). Thus, it was of interest to verify whether rDNA contacts appeared in the region of chromosome 1, where the gene resides. Figure 7 shows that the contacts emerged approximately 34 kb downstream from the gene rDNA-contacting region. Prior to the hemin-induced differentiation, no rDNA contacts were detected in the region. The cause–effect relationship between these contacts and the observed repression of the *ID3* gene remains unclear. However, the data indicate that during the differentiation, the 3D structures in the region were changed.

### 2.7. Differentiation Does Not Affect Either the Frequency of rDNA Contacts or the Expression of DUX4 Genes

Upon the differentiation of K562 cells, many regions preserved their inter-chromosomal contacts with rDNA genes. It was observed that rDNA contacts located inside *DUX4* genes were characteristic of different human cell lines and were very sensitive to heat-shock treatment, mostly disappearing following a brief treatment [17,28]. This was why we were interested in verifying whether the initial differentiation step of K562 cells affected the contacts of rDNA clusters with *DUX4* genes. Figure 8 presents the contacts present at the very tip of chromosome 4 possessing *DUX4* genes. 

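DUX4 lies on chromosome 4 of GRCh38 from 190173774 to 190185942. No read was assigned to it in any of the 4 libraries. A count of 0 allows up to 3 counts, or 0.364 to 0.4024 CPM depending on the library, so a difference between untreated and hemin-treated cells was not detectable at this depth. DUX4 has many near-identical copies, between which reads cannot be divided with certainty. RSEM's posterior mean count of DUX4 was also 0.0 in the libraries.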

We did not observe any changes in either rDNA contacts or expression levels of the gene in initial cells or the cells following differentiation (Tables S1 and S16). The genes were completely silenced. The result indicates that some inter-chromosomal contacts of rDNA clusters remain unchanged during the initial differentiation stage of K562 cells.

Our data strongly suggest that the differentiation of K562 cells leads to alterations in the inter-chromosomal contacts of rDNA clusters located in particular chromosomal regions. These alterations are coupled with changes in the expression of genes located in the corresponding chromosomal domains.

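Within 100 kb of the annotated ends of ID3, of the α-globin genes and of the β-globin genes, 18 further genes were tested. The annotated body of HBE1 runs from 5268345 to 5505652 on chromosome 11, which extends the β-globin window. TRIM6, from 5596109, falls in it only for that reason. Of the 18 genes, 5 had an adjusted p under 0.05 by edgeR's quasi-likelihood test when adjusted over the list alone. When adjusted over all genes tested, 4 did. Near the α-globin genes, HBZP1 rose by 0.80 (edgeR adjusted p = 0.0036 over all genes), but it is a pseudogene of HBZ and the files give a posterior SD of 9.64% for its count. LUC7L changed by -0.23 and FAM234A by -0.28 (edgeR adjusted p = 0.021 and 0.028). DESeq2 gave adjusted p-values of 0.0617 for LUC7L and 0.0928 for FAM234A. The edgeR adjusted p of LUC7L was 0.116 without untreated replicate 1 and 0.0768 without hemin replicate 1. That of FAM234A was 0.0862 and 0.116 without untreated replicates 1 and 2, and 0.161 without hemin replicate 2. ENSG00000239920, whose annotated body overlaps HBG2 and HBE1, changed by -0.50 (standard error 0.13, edgeR adjusted p = 0.035 over all genes). It had a posterior SD of 6.29% of its count. Its DESeq2 adjusted p was 0.16, and by edgeR the adjusted p was 0.18 without untreated replicate 2 and 0.086 without hemin replicate 2. On the TPM scales limma called none of these 4 genes, HBZP1 included. NPRL3, near the α-globin genes, did not change detectably, and its direction differed between alternatives (-0.04, adjusted p = 0.76). Near ID3, ASAP3 changed by -0.27 (edgeR adjusted p = 0.0402 over the list alone, 0.066 over all genes) and E2F2 by -0.21 (edgeR adjusted p = 0.34).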

## 3. Discussion

### 3.1. How Does Hemin Affect rDNA Inter-Chromosomal Contacts?

Hemin is a normal substrate that is physiologically produced during the destruction of senescent erythrocytes, and a constitutive mechanism exists for the degradation of toxic heme by HMOX1 (Heme oxygenase 1) into biliverdin, carbon monoxide, and free iron, which have potent anti-oxidative stress and anti-inflammatory functions [29]. It was determined that hemin induces the expression of *HMOX1* genes and the JNK/Nrf2 signaling pathway [30]. At present, the molecular mechanisms by which Nrf2 and NF-κB signaling pathways cooperate to maintain homeostasis of the cellular redox status and regulate the cellular response to stress and inflammation are not yet known [31]. 

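HMOX1 was at the limit of detection in these libraries. It had 0 and 1 counts in the untreated replicates and 2 and 1 counts in the hemin-treated ones, or 0.09 and 0.27 TPM on average (n = 2 each). Both totals, 1 and 3, lie at or under the floor of 3 counts, so no fold change is given and a difference was not detectable at this depth. The gene was not among those tested by edgeR. Other genes of the heme and NRF2 response were read far more deeply. FTH1 rose from 17536 and 16984 counts to 29755 and 32099, and the set as a whole rose in 17 of 19 members (limma's camera, adjusted p = 1.9e-09).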

In our experiments, we observed that *HMOX1* expression increased three-fold upon the action of hemin (Table S16) and that the gene involved in the formation of the JNK cascade makes contact with rDNA clusters (Table S2).

It is well-known that nucleoli play an important role in the regulation of cellular stress [30] and are very sensitive to physiological heat-shock treatment [9,10,28]. One of the consequences of hemin-induced stress is erythroid differentiation, in which the genes involved in RNA- and DNA-binding are upregulated. The GO data (Table S12) suggest that the products of these genes are highly associated with nucleoplasm (padj up to 8 ×·10^−141^), strongly suggesting that the upregulated genes play important roles in the regulation of chromosomal structures and gene expression. The molecular functions of these genes include controlling chromatin-binding, DNA and RNA helicase activity, transcription-factor-binding, and transcription coregulator activity (Table S12).

Different types of stress induce different effects on rDNA interactions. The response to this stress also depends on both the genomic region and the cell type. The stress induced by hemin does not affect rDNA contacts located inside *DUX4* in K562 cells (Figure 8), while the physiological heat-shock treatment of HEK293T cells almost completely removes the contacts present inside these genes [28]. It is well-known that the induction of nucleolar stress leads to the rapid large-scale re-organization of rDNA clusters and the formation of closed chromatin regions called nucleolar caps [32]. Moreover, it seems that rDNA units that are subjected to heterochromatization lose their inter-chromosomal contacts. Nevertheless, the heat-shock treatment of *Drosophila* S2 cells, which leads to the essential downregulation of rDNA genes, induces the appearance of novel and frequent rDNA contacts inside the cluster of *Ste* genes [10]. It is probable that the nucleoli that are very sensitive to different external and internal signals play complex roles in the nucleus via dynamic inter-chromosomal contacts.

At present, we do not know the detailed mechanisms by which hemin-induced stress induces erythroid differentiation. However, a search of KEGG pathways revealed that upregulated genes were mainly involved in the RNA splicing pathway (Figure S1). 

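Of 97 tested genes of a hand-written set of spliceosome components and splicing factors, 81 had a positive log2 fold change, with a median of 0.15 (limma's camera, adjusted p = 6.5e-13). By edgeR's quasi-likelihood test, 35 of them were past adjusted p under 0.05 upward and 2 downward. U2AF1 rose most, by 0.80 (standard error 0.16, adjusted p = 0.013), though its count carries a posterior SD of 21.3%. Without untreated replicate 2 its edgeR adjusted p was 0.052, with DESeq2 0.0933, and from posterior mean counts its log2 fold change was 0.50. In RBM22, the lowest, expression fell by 0.25.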

Another clue comes from the observation of the extreme downregulation of the *ID3* gene (Figure 3A). The gene product prevents the function of cognate helix–loop–helix (HLH) proteins as transcription factors by arresting their action and preventing their function as transcription factors driving the differentiation. HLH proteins include a large superfamily of transcriptional regulators with more than 100 members, which control cell lineage development in human cells [33]. The arrest of these proteins can prevent the development of K562 cells toward a more mature erythroid differentiation state. We believe that the severe hemin-induced downregulation of the *ID3* gene should promote this development. Recently, we detected that, during the malignization of cancer cells, the opposite effect occurred—the simultaneous extreme upregulation of three *ID* genes: *ID1*, *ID2*, and *ID3* (paper in preparation). Thus, we suggest that the upregulation of *ID* genes caused de-differentiation, while their downregulation led to the acquisition of an increasingly differentiated state of cells.

### 3.2. rDNA Inter-Chromosomal Contacts and Mechanisms of Gene Expression Regulation

The main aim of this study was to highlight the possible link between differentiation and rDNA inter-chromosomal contacts and the supposed nature of these contacts. The data we obtained strongly suggest that the differentiation of K562 cells is coupled with the ordered changes of the contacts, which were mainly observed in the regions where the hundreds of genes involved in the regulation of biological processes, system development, and cell differentiation reside (Figure 2). Additionally, there was differentiation clearly accompanied by the contacts with genes controlling different aspects of differentiation. It is clear from the results that the rDNA contact itself does not directly regulate a gene. There was a higher number of genes that changed the number of contacts with rDNA (4855 genes, Figure 2A) than rDNA-contacting genes, which changed the overall expression (268 in total, as shown in Figure 2B,D). Approximately 90% of the upregulated (1285 genes) and downregulated genes (1147 genes) revealed no close contacts (≤2.5 kb distances, see Section 4) with rDNA. However, changes in expression were observed when the contact sites were located at a distance (Figure 4, Figure 5 and Figure 7). In addition, there were examples of direct contact with *DUX* (Figure 8) or *Ste* genes [10]. It may follow that the influence on the expression of rDNA contacts can occur at 50–100 kb distances. We have now developed a bioinformatics approach by which to perform the accurate genome-wide correlation analysis of supposed distance-dependent effects on rDNA contacts on gene expression upon the differentiation of K562 cells. The analysis performed on several regions presented in Figure 4, Figure 5 and Figure 7 suggests that the effects were obtained from 40–100 kb distances.

We speculate that rDNA contacts, on the one hand, could change 3D structures around the contact sites and/or, on the other hand, could direct the corresponding chromosomal regions into particular liquid–liquid-phase-separation condensates. There are several lines of evidence supporting this supposition. First, we observed that numerous sets of rDNA-contacting genes are co-regulated (Figure 3C,E) and co-expressed (Tables S3 and S8), suggesting the involvement of rDNA clusters in these events. Second, the existence of 50–100 kb chromosomal domains possessing coordinately expressed genes was detected [34]. The sizes of these domains more or less overlapped with the postulated sizes of nuclear condensates (approximately 0.3–0.4 μm), corresponding to a 30-nm-like fiber structure of 50 kb DNA stretches [35,36]. Third, the analysis of rDNA-contacting regions in genome browsers revealed that these regions very often corresponded to long stretches of up to 50 kb, decorated with H3K27ac marks, which are known as super-enhancer sites that can shape condensates [10,13,16,37]. Nucleoli, as the largest membrane-less organelles in nuclei, are good candidates for the organization of condensates, possessing either set of activators or repressors of transcription. Thus, the co-expression and co-regulation of numerous rDNA-contacting genes that are located in different chromosomal regions could be achieved (Tables S3 and S8). This function of nucleoli can explain the numerous roles of rDNA clusters beyond ribosome biogenesis. Currently, we are addressing several questions raised in this study, especially regarding the formation of condensates around the nucleoli and epigenetic states around rDNA-contacting regions.

## 4. Materials and Methods

### 4.1. Cell Culture Growth and the Induction of Differentiation by Hemin

Human leukemia K562 cells were obtained from the American Type Culture Collection (ATCC, Manassas, VA, USA). The cells were grown in RPMI 1640 media (PanEco, Moscow, Russia) supplemented with heat-inactivated fetal calf serum (HyClone, Logan, UT, USA), 2 mM glutamine, 250 u/mL penicillin, and 250 μg/mL streptomycin (PanEco, Russia) at a temperature of 37 °C in a humidified atmosphere containing 5% CO_2_. Hemin (50 μM, neoFroxx, Einhausen, Germany) was added to the medium to induce erythroid differentiation, as previously described [38], and cells were incubated further for 108 h. At this concentration, the drug did not affect cell proliferation.

### 4.2. 4C-rDNA Procedure

The DNA samples used for 4C experiments were isolated according to the procedures previously described [16]. The cells were then fixed in 1.5% formaldehyde, and the nuclei were isolated. Then, digestion with a 6-cutter *EcoR*I enzyme and the ligation of extensively diluted DNA to favor intramolecular ligations were performed. To shorten the ligated DNA fragments, digestion with a 4-cutter *Fae*I endonuclease was performed, followed by the ligation of diluted DNA samples to favor circularization and to minimize dimerization. The primers 5′ TCTTTGAAAAAAATCCCAGAAGTGGT 3′ and 5′ AAGTCCAGAAATCAACTCGCCAGT 3′ for 4C-rDNA were selected inside the IGS (intergenic spacer in rDNA genes), as previously described [12]. The final DNA samples were used for the preparation of DNA libraries that were subjected to deep sequencing using Illumina HiSeq 2500 Rapid v2 (Illumina, San Diego, CA, USA), using 150 nt long reads. The 4C-rDNA raw data corresponding to two pairs of biological replicates, corresponding to initial or differentiated K562 cells, were deposited under accession number GSE232392.

### 4.3. Mapping and Processing of 4C-rDNA 4C Data

Both raw reads and processed mappings were uploaded to the GEO database under accession no. GSE232392. The number of reads we obtained was replicate 1: 17831199, replicate 2: 18964663 for K562 white/untreated cells, and replicate 1: 11110278, replicate 2: 11603232 for K562 red/treated-by-hemin cells.

K562 4C-rDNA-associated contacting region mappings were obtained in the following way. Adapters were removed separately from direct (R1) and reverse (R2) reads by cutadapt [39] 3.5 using the following multi-step procedure:

1. 4C full-length adapters (both direct and reverse complement (RC)):
  A1D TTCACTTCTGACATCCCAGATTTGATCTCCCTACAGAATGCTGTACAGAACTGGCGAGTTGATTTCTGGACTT,
  A1RC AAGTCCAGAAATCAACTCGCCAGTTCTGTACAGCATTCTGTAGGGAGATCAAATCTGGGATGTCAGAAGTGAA,
  A2D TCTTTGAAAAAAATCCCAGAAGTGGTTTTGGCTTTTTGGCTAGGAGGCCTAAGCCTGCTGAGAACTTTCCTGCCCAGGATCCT,
  A2RC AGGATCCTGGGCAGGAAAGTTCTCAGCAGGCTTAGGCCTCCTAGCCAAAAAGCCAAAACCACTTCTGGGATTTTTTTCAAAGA
  were removed at 5′ ends by the options -O 10 (minimal overlap adapter with the read) --trim-n (omit N’s at the ends of reads) --times = 4 (search for the adapter up to 4 times in the read consequently) --minimum-length = 20 (minimum acceptable read length after trimming) -q 24 (minimal acceptable quality). All untrimmed reads were collected in a separate file.
2. Illumina 3′ adapter arrays from AGATCGGAAGAGC to AGATCGGAA-GAGCNNNNNNNNNN and from GATCGGAAGAGC to GATCGGAA-GAGCNNNNNNNNNN anchored to 3′ ends of reads were removed by cutadapt with the following options: -O 10 (minimal overlap adapter with the read) --times = 4 (search for the adapter up to 4 times in the read consequently) --minimum-length = 20 (minimum acceptable read length after trimming) -q 24 (minimal acceptable quality).
3. Incomplete from 5′ 4C full-length adapter arrays: from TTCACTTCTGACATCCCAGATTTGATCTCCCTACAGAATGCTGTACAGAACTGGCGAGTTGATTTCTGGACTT to TTCACTTCTGACATCCCAGA (minimal length = 20) and from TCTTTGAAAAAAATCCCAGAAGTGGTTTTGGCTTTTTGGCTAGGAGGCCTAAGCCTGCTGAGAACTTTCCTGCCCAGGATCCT to TCTTTGAAAAAAATCCCAGA (minimal length = 20) both direct and reverse complement reads, anchored to 5′ ends of reads were removed by cutadapt with the same options as mentioned above.
4. Illumina adapter GATCGGAAGAGC and IlluminaPE adapter AGATCGGAA-GAGC were removed by cutadapt from 3′ ends of reads with the following options: -O 5 (minimal overlap adapter with the read) --times = 4 --minimum-length = 20 (minimum acceptable read length after trimming) -q 24 (minimal acceptable quality)
5. Incomplete from 3′ 4C full-length adapter arrays: from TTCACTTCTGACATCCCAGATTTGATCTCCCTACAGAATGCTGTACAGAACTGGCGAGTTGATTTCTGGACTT to GCGAGTTGATTTCTGGACTT (minimal length = 20) and from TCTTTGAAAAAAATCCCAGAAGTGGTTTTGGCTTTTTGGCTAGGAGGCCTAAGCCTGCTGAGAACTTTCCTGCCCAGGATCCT to ACTTTCCTGCCCAGGATCCT (minimal length = 20) both direct and reverse complement reads were removed by cutadapt from the 3′ ends of reads with the same options as in points 2 and 3 of this protocol.
6. All untrimmed reads collected during step 1 of the described procedure (i.e., the reads without at least a 10-nucleotides overlap of the adapter and read) were trimmed again by the previously described procedure (points 1–5) with the only difference: in the first step, the changed set of cudatapt options was applied: -O 15 (instead of -O 10, thus requiring additional adapter nucleotides to overlap with the read); -e 0.2 (this option fixed the error rate at 0.2, thus enabling us to find adapters that were read with a reduced quality).

Only the reads that were trimmed from 4C adapters were preserved for further analysis, thus ensuring that they were 4C-associated. Direct and reverse reads were repaired using BBTools [40] 38.62 repair.sh script with the option “repair”. Only paired-end reads were preserved to perform an additional analysis: 16848786 (replicate 1, white/untreated), 17951920 (replicate 2, white/untreated), 10259396 (replicate 1, red/treated by hemin), and 10762480 (replicate 2, red/treated by hemin); all singleton reads were omitted.

The alignment to the genome was performed by the bwa 0.7.17-r1188 [41] mem method with the GRCh38/hg38 p13 genome; samtools 1.14 [42] were used to filter the aligned reads from the unaligned reads in alignment BAM files (-F4 option), re-sorting them by their coordinates (samtools sort). In-house bash and Perl scripts were used to obtain the final mappings with genome coordinates, number of reads, coverage, and sequence per mapping.

Replicate quality control was performed using deepTools2 [43]: BAM files obtained from the different replicates were RPKM-normalized (bamCoverage --effectiveGenomeSize 2913022398 --normalizeUsing RPKM --ignoreForNormalization chr14 --exactScaling), and the plotCorrelation tool with options --removeOutliers --skipZeros -p scatterplot was applied to calculate both Pearson’s and Spearman’s correlation coefficients. The Pearson’s correlation coefficients between replicates were r = 0.99 both for untreated- and treated-by-hemin 4C-rDNA K562 datasets. The Spearman’s correlation coefficients were *ρ* = 0.74 for untreated- and *ρ* = 0.83 for treated-by-hemin 4C-rDNA K562 datasets. The calculated correlation coefficients indicate that replicates obtained during 4C-rDNA experiments both for untreated- and treated-by-hemin K562 cells were in good mutual agreement. The derived scatterplots and correlation coefficients imply that the results we obtained are reliable.

An intersection of K562 4C-rDNA-mapped replicates was created by an in-house bash script that utilizes intersect and merge methods from bedtools v.2.29.1 [44] and partition, bedmap, and map-id-uniq methods from bedops v.2.4.40 [45].

The scripts and data files that performed the described procedure are deposited in the public GitHub repository (https://github.com/lokapal/K562.hemin/tree/main/4C, accessed on 4 June 2023).

### 4.4. 4C-rDNA-Associated Gene Quantifications and Differential 4C Analysis

As described in Section 4.2, we used the 6-cutter *EcoR*I enzyme in the 4C-rDNA experiments. This implies that 4C-rDNA contacts were cut at a resolution of ±2.5 kb and, therefore, each dataset was projected onto hg19/hg38 genes lists, with each contact size/length being extended to 5 kb by applying in-house Perl scripts that utilize bedtools. The GRCh38/hg38 genome genes’ coordinates were obtained from Ensemble, GTF annotation v. 97 for the GRch38/hg38 genome build. Each 4C-rDNA-associated gene could be featured by the corresponding count of the associated 4C contact reads; therefore, the resulting set of genes could be ranked according to these counts. We selected the most prominent 4C-rDNA-associated genes with the counts of corresponding reads exceeding 100. Thus, we finally obtained lists of 3699 and 2566 4C-rDNA-contacting genes for untreated or hemin-induced K562 cells, respectively.

As previously mentioned, our molecular biology procedures implied that 4C contacts were mapped at a resolution of ±2.5 kb. Therefore, we quantified 4C-rDNA-associated reads to the hg38 genome by featureCounts [46] with the options appropriately changed: -a hg38.97.gtf -t gene -g gene_id -M --readExtension5 2500 --readExtension3 2500. The differential 4C analysis was performed by the DESeq2 1.30.1 [47] R library using two 4C untreated replicates as the “control” and two 4C treated-by-hemin replicates as “experiment” and parameter fitType = “local” that was optimal to process 4C-generated data. An in-house R script was applied to associate ISO gene names with gene IDs for further genetic and GO analyses. Volcano plots were created by EnhancedVolcano 1.8.0 R library [48].

The scripts and data files that performed the described procedure were deposited in the public GitHub repository (https://github.com/lokapal/K562.hemin/tree/main/4C, accessed on 4 June 2023).

### 4.5. RNA-Seq Analysis

Total RNA was extracted from the cells lysed with Trizol using a PureLink RNA Micro Kit (Invitrogen, Waltham, MA, USA) in accordance with the manufacturer’s instructions. RNA quality was checked using a Bioanalyzer and RNA 6000 Nano Kit (Agilent, Santa Clara, CA, USA). Poly(A)+RNA was purified using a Dynabeads^®^ mRNA Purification Kit (Ambion, CT, USA). The Illumina library was prepared from poly(A)+RNA with a NEBNext^®^ Ultra™II RNA Library Prep Kit for Illumina^®^ (NEB, Ipswich, MA, USA), according to the manual. Sequencing was performed on a 50 bp read length. At least 10 million reads were generated for each sample. Both raw RNA-Seq reads and processed gene expression values for the initial and differentiated K562 cells were deposited in the Gene Expression Omnibus (GEO) repository under accession number GSE232390. The number of reads we obtained was replicate 1: 10899858, replicate 2: 10110489 for K562 white/untreated cells and replicate 1: 10376685, replicate 2: 11214611 for K562 red/treated-by-hemin cells.

The processing of RNA-Seq expression data for K562 cells was performed in the following way: Trimmomatic [49] 0.39 was applied to remove low-quality reads (Q < 22), too-short reads (length < 20 bp), and remaining Illumina TruSeq 3′ SE adapters with the following options: LEADING:18, TRAILING:18, SLIDINGWINDOW:4:22, MINLEN:20 and ILLUMINACLIP:TruSeq3-SE:2:30:10.

Trimmed reads were accurately quantified by RSEM [50] 1.3.1 to *H.sapiens* Ensembl v.106 genome/annotation with the following options: --fragment-length-mean 255 --star --calc-ci --ci-memory 30720 for both replicates separately. The obtained expression values (TPM per gene) were averaged between replicates by an in-house R script.

Differential RNA-Seq analysis was performed as follows: to assure compatibility with the derived expression values, STAR [51] 2.7.5c was applied to align the filtered reads to the same genome/annotation (Ensembl v.106 genome and annotation) with the options that RSEM employs for STAR: --outSAMunmapped Within --outFilterType BySJout --outSAMattributes NH HI AS NM MD --outFilterMultimapNmax 20 --outFilterMismatchNmax 999 --outFilterMismatchNoverLmax 0.04 --alignIntronMin 20 --alignIntronMax 1000000 --alignMatesGapMax 1000000 --alignSJoverhangMin 8 --alignSJDBoverhangMin 1 --sjdbScore 1 --quantMode TranscriptomeSAM. featureCounts 2.0.3 [44] was applied with the recommended options (-t exon -g gene_id) to obtain absolute reads values per gene. DESeq2 [45] 1.30.1 R library was applied to create a differential expression table for white/untreated- and red/treated-by-hemin K562 cells.

Differential expression figures were plotted by EnhancedVolcano [46] 1.8.0 R library. The scatterplots of quantified-to-genome datasets were created by DESeq2 to check the consistency between replicates. Additional consistency checks between replicates were performed by deepTools2. Pearson’s and Spearman’s correlation coefficients for white/untreated- (*r* = 0.99, *ρ* = 0.80) and red/treated-by- hemin (*r* = 0.99, *ρ* = 0.80) RNA-Seq datasets proved the high degree of consistency between replicates. The scripts and data files used to perform the described procedures were deposited in the public GitHub repository (https://github.com/lokapal/K562.hemin/tree/main/RNASeq, accessed on 4 June 2023).

## Figures and Tables

**Figure 1:**
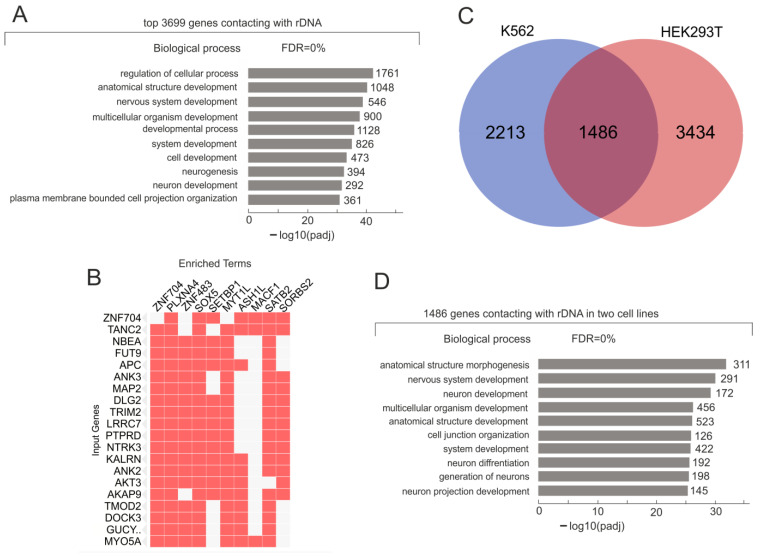
Search of rDNA-contacting genes in K562 cells for enriched Gene Ontology (GO) terms using g:Profiler (https://biit.cs.ut.ee/gprofiler/gost, accessed on 4 June 2023). (**A**) The top-10 detected terms of biological processes associated with rDNA-contacting genes. The values to the right of the bars show the number of rDNA-contacting genes associated with a term. The list of corresponding genes is shown in Table S2. (**B**) rDNA-contacting genes detected in K562 cells (indicated as “Input Genes”) are co-expressed with different transcription factors (indicated as “Enriched Terms”) across different human cell lines and tissues. Top-20 input genes are also shown. The search was performed in https://maayanlab.cloud/Enrichr/enrich# (accessed on 4 June 2023) for ARCHS4 TFs Coexp. The complete list of 177 sets of co-expressing rDNA-contacting genes and corresponding transcription factors are shown in Table S3. (**C**) The Venn diagram shows the intersections among rDNA-contacting genes in K562 and HEK293T cells (the list of corresponding genes is shown in Table S4). (**D**) The top-10 detected terms of biological processes associated with 1486 rDNA-contacting genes common for K562 and HEK293T cells. The values to the right of the bars show the number of rDNA-contacting genes associated with a term. The list of corresponding genes is shown in Table S5.

**Figure 2:**
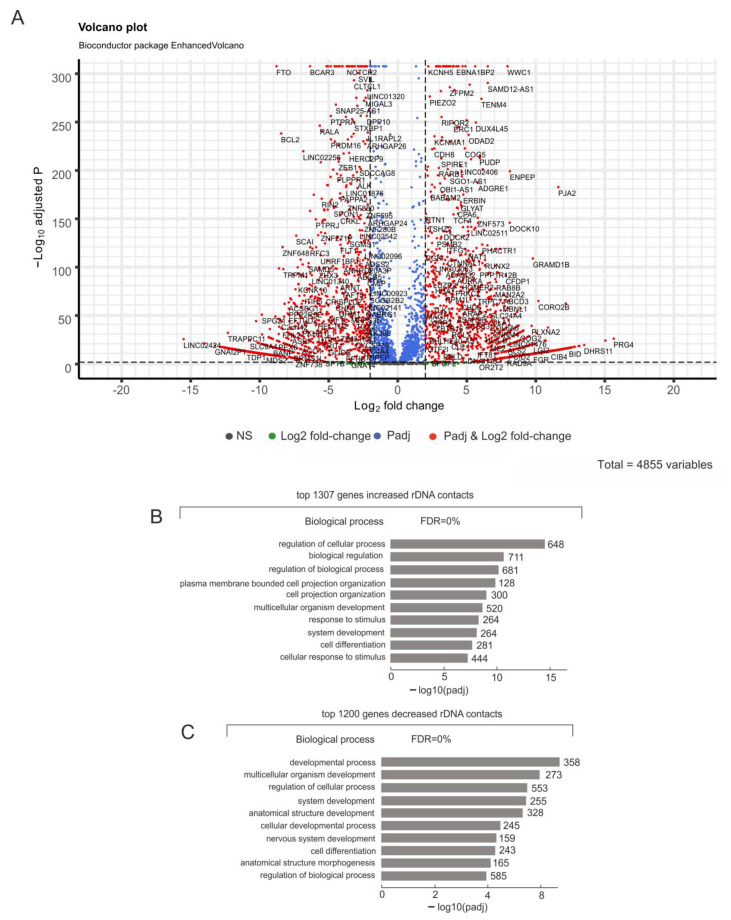
Analysis of changes in the contacts of rDNA clusters with genes following induced differentiation in K562 cells. (**A**) The volcano plot presents statistically significant changes (padj < 0.05) in contacts of genes with rDNA clusters determined in 4C-rDNA experiments. (**B**) The top 10 detected terms of biological processes associated with genes that increased the number of contacts with rDNA clusters. The search was performed using g:Profiler (https://biit.cs.ut.ee/gprofiler/gost, 4 June 2023). The values to the right of the bars show the number of rDNA-contacting genes associated with a term. The list of corresponding genes is shown in Table S6. (**C**) The top 10 detected terms of biological processes associated with genes that decreased the number of contacts with rDNA clusters. The values to the right of the bars show the number of rDNA-contacting genes associated with a term. The list of corresponding genes is shown in Table S7.

**Figure 3:**
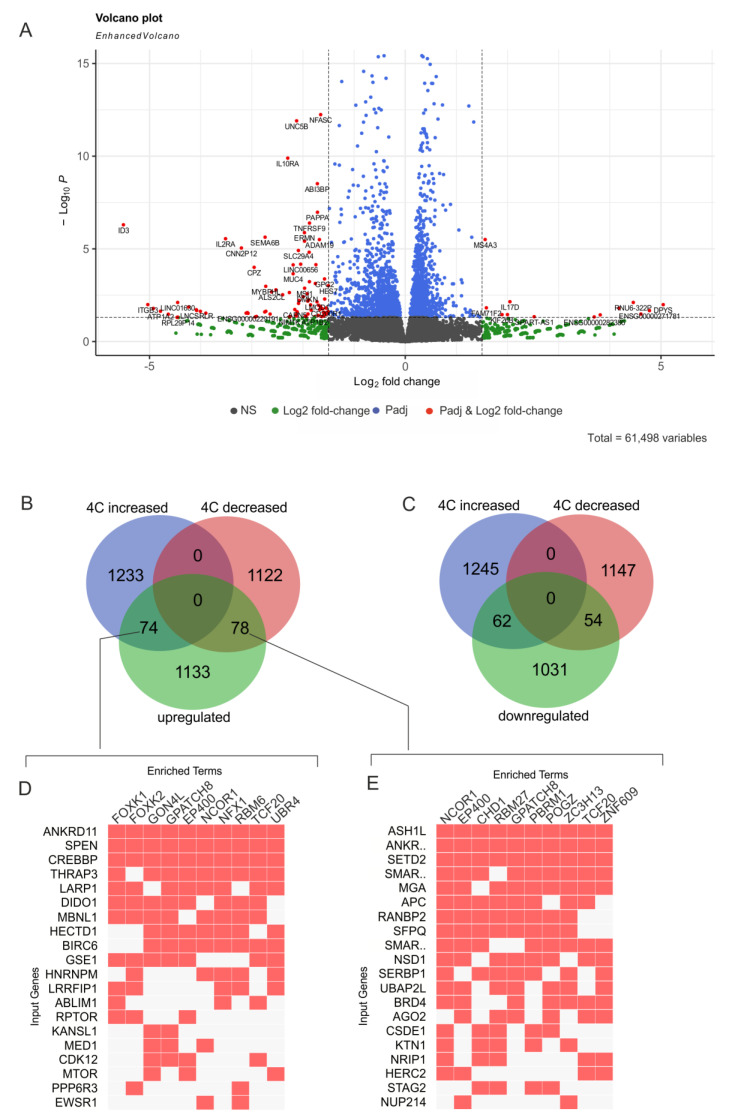
Differential expressions of genes in K562 cells following the induction of differentiation by hemin. (**A**) The volcano plot presents the statistically significant log2-fold changes in the expression of genes determined in RNA-Seq experiments. The results of the RNA-Seq experiments are presented in Table S9. (**B**) The Venn diagram shows the intersections of upregulated genes (*p* value < 0.05) with the lists of genes that reveal an increase or decrease in rDNA contacts. The list of corresponding genes is presented in Table S10. (**C**) The Venn diagram shows the intersections of downregulated genes (*p*-value < 0.05) with lists of genes that reveal an increase or decrease in rDNA contacts. The list of corresponding genes is presented in Table S11. (**D**) The top 20 upregulated genes that increased their contacts with rDNA upon differentiation (indicated as “input genes”) are simultaneously regulated by different transcription factors (indicated as “enriched terms”). The data were obtained via a search of corresponding genes in Enrichr Submissions TF-Gene Co-occurrence (https://maayanlab.cloud/Enrichr/, accessed on 4 June 2023). (**E**) The top 20 upregulated genes that decreased their contacts with rDNA upon differentiation (indicated as “input genes”) are simultaneously regulated by different transcription factors (indicated as “enriched terms”). The data were obtained via a search of corresponding genes in Enrichr Submissions TF-Gene Co-occurrence (https://maayanlab.cloud/Enrichr/, accessed on 4 June 2023).

**Figure 4:**
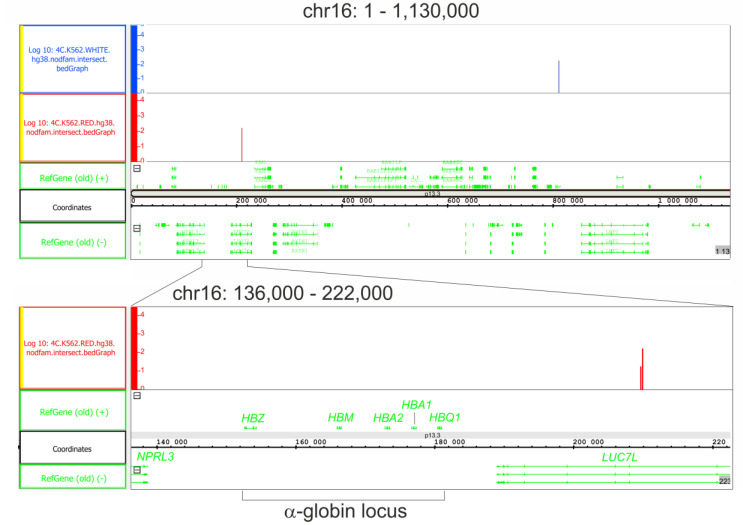
rDNA contacts inside the region of chr16 possessing an α-globin locus. The upper panel shows the tip of the chromosome, approximately 1 Mb in length (coordinates as in hg38). The contacts detected in initial K562 cells are presented in blue. The contacts detected in the cells following the induction of differentiation are presented in red. Prior to the mapping, 4C-rDNA reads were filtered to remove the reads that entirely corresponded to repetitive sequences (Dfam filtration, nodfam). The Y-axis presents the log10 value of the number of mapped 4C reads. The lower panel presents the contacts in the cells detected following the induction of differentiation in the lower scale.

**Figure 5:**
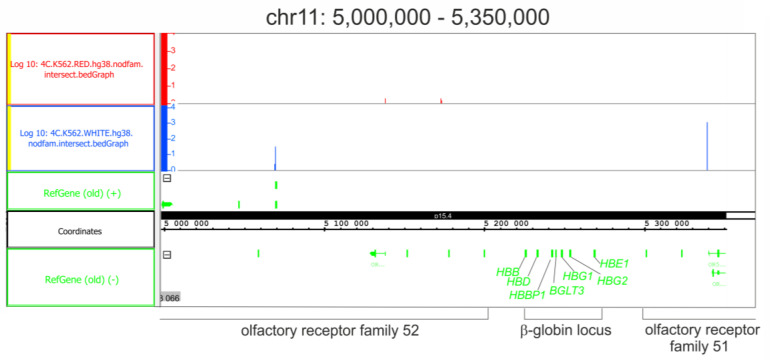
rDNA contacts located inside the chr11 region possessing the β-globin locus. The contacts detected in initial K562 cells are presented in blue. Coordinates are shown as in hg38. The contacts detected in the cells following the induction of differentiation are presented in red. Prior to the mapping, the 4C-rDNA reads were filtered to remove the reads that entirely corresponded to repetitive sequences (Dfam filtration, nodfam). The Y-axis shows the log10 value of the number of mapped 4C reads.

**Figure 6:**
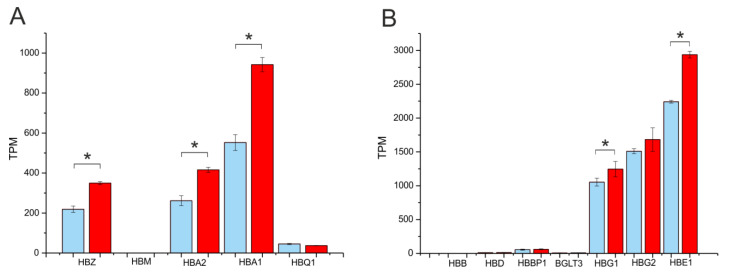
Expression values of α- and β-globin genes prior to and following the initial step of the differentiation of K562 cells. The expression detected in initial K562 cells is shown in blue; the expression detected following hemin treatment is presented in red. The Y-axis shows the values in TPM. (**A**)—expression in α-globin cluster; (**B**)—expression in β-globin cluster. The genes are presented in the order in which they occur in chr16 (α-globin gene cluster) or chr11 (β-globin gene cluster). * *p*-value < 0.05.

**Figure 7:**
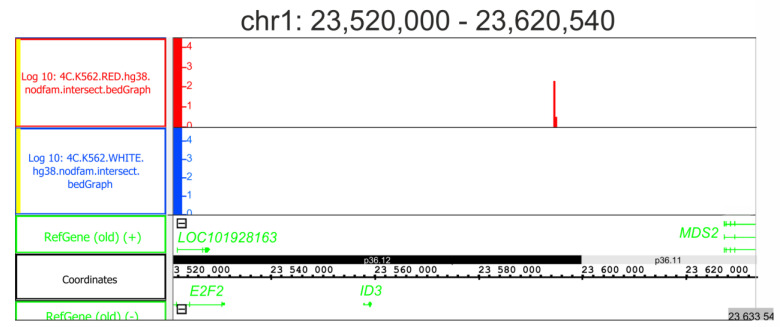
rDNA contacts appeared inside the region of chr1 possessing the *ID3* gene. No rDNA contacts were detected inside the approximate 100 kb region in initial K562 cells (scale presented in blue). The contacts detected in the cells following the induction of differentiation are presented in red. Coordinates are shown as in hg38. Prior to the mapping, the 4C-rDNA reads were filtered to remove the reads that entirely corresponded to repetitive sequences (Dfam filtration, nodfam). The Y-axis presents the log10 value of the number of mapped 4C reads.

**Figure 8:**
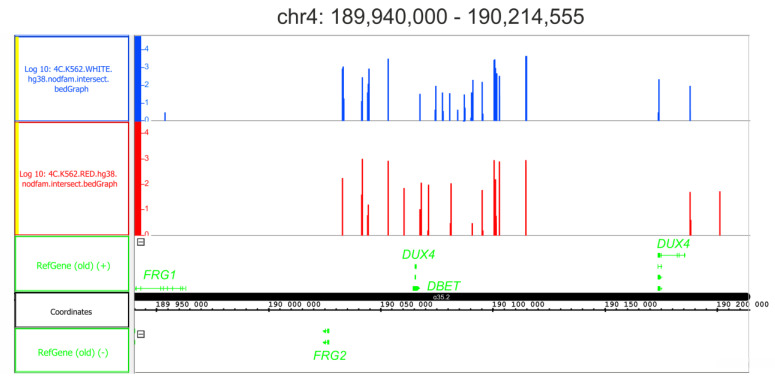
rDNA contacts inside the telomere region of chr4 possessing *DUX4* genes. The contacts detected in initial K562 cells are presented in blue. The contacts detected in the cells following the induction of differentiation are presented in red. Coordinates are shown as in hg38. Prior to the mapping, 4C-rDNA reads were filtered to remove the reads that entirely corresponded to repetitive sequences (Dfam filtration, nodfam). The Y-axis presents the log10 values of the number of mapped 4C reads.

## Data Availability

Not applicable.

## Supplementary Materials

The supporting information can be downloaded at: https://www.mdpi.com/article/10.3390/ijms24129842/s1.

How the deposited data were processed for this re-analysis (not part of the article)

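Poly(A) RNA of K562 cells was sequenced in 2 untreated libraries and 2 libraries treated with 50 µM hemin for 108 h. The authors trimmed reads of 50 bases and quantified them with RSEM on Ensembl 106. The deposited expected counts are RSEM's estimates of reads per gene, not normalized, with reads that map to several genes divided between them. The deposited posterior mean counts and posterior standard deviations of the count come from RSEM's sampling and describe that division. The authors' TPM are transcripts scaled by effective length, and the authors' FPKM are reads scaled by effective length and depth; the deposited means equal the means of the 2 libraries. The deposited lengths and effective lengths are in bases. Their median difference was 48.41 to 48.44 bases, whereas the paper's methods give a mean fragment length of 255. The reason for this was not tested.

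Expected counts summed to 71.6% to 73.7% of the reads the paper states, with 12.8% to 13.6% on the mitochondrial genome. A count of 0 allows up to 3 counts. Of 61498 genes, 99.84% matched GENCODE 44 (Ensembl 110), which gave GRCh38 coordinates.

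Counts were rounded, filtered by edgeR's filterByExpr (14458 genes), scaled by TMM and tested with edgeR 4.0.16 by the quasi-likelihood test in R 4.3.3, with Benjamini-Hochberg adjustment and a threshold of 0.05. The common dispersion was 0.001179. Gene sets were tested with limma 3.58.1 (camera, inter-gene correlation 0.01, and fry). The 20 sets were written from general knowledge in place of ontology databases. DESeq2 1.42.0 was run with its independent filtering, left at its default target and not set to the threshold of 0.05. Fisher's exact tests and count intervals (exact, 95%) used scipy 1.17.1. On simulated counts with 198 of 14200 genes changed 2-fold, 180 of the changed genes were called and 12 of the other genes were called falsely. This check does not describe the recovery of smaller changes. The simulated genes were drawn independently with the common dispersion of 0.001179 and without division of shared reads. It therefore does not give the rate of false calls in the real libraries.

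Named genes were fixed by rule: those the paper names, the 5 largest increases and decreases, the 3 smallest p in each direction, the extremes of each set, and neighbours within 100 kb of ID3 and the globin clusters. Values of the paper's Table S9 had been seen when the rule and the sets were written. Since these come from the same libraries, the p-values of the sets are not independent support. PRR25 was not found by symbol. Distances to neighbours were taken from the annotated ends of genes.

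Alternatives were RLE factors, library size only, DESeq2, no filter or at least 20 counts in every library of a group, a replicate block, each library left out, limma on log2(TPM + 1) and log2(TPM + 0.1), posterior mean counts, a loess correction for length (span 0.4), and, added after the values were seen, its centred form and a centred GC correction. A library left alone in its condition was assumed to vary like the others. The contact data were not analysed here, and of the paper's contact table only the sheet of decreased contacts was used, since the other was held in part.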

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

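The tests of scaling, of length and GC content and of the pseudogenes were chosen only after the results were seen.

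FTH1, the cholesterol synthesis genes and the endoplasmic reticulum stress genes changed after hemin, although the paper's text does not discuss them. FTH1, which encodes the heavy chain of ferritin, had a log2 fold change of 0.83. The cholesterol synthesis set had a median log2 fold change of 0.247 and the endoplasmic reticulum stress set of -0.272. With the inter-gene correlation estimated from 4 libraries, neither set passed (camera adjusted p = 0.101 for each), while both passed under limma's fry (adjusted p = 0.00933 and 0.0121).

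Under the other scalings the highest adjusted p of the gene (edgeR) and both sets (camera) was 8.21e-06, with the directions kept. For the sets this could not decide, since camera compares a set with other genes and scaling moves all genes nearly alike. For FTH1 it argues against scaling errors of the size tried as the whole cause. The median log2 fold change of all genes was -0.000227 with RLE normalization and -0.0434 with library size only, so larger errors were not tested. Transcript length or GC content bias is argued against as the whole cause by a highest adjusted p of 9.9e-06 under the centred corrections. Reads shared with FTH1 may explain a rise of its pseudogenes, of which 6 of 7 were higher, with a median of 0.36 against -0.0135 for other processed pseudogenes of similar count (exact Mann-Whitney test, p = 0.0358). This concerns the pseudogenes and not FTH1, whose posterior SD was 0.0493% of its count. An effect of hemin stays open as a hypothesis, as do differences between cultures or library batches, which the design does not separate from treatment and which were not tested.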

How the results depend on the processing

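The centred length and GC corrections were chosen only after the data were seen, as was the adjustment of DESeq2's p over all genes, while the other alternatives were chosen before the data were examined. The planned length correction also shifted the scaling of the libraries (median log2 fold change 0.0351, against -0.00481), and its centred form was added for that reason.

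By edgeR's quasi-likelihood test, 1012 genes were higher and 1033 lower after Benjamini-Hochberg adjustment. DESeq2 gave 602 and 481, and at an unadjusted p under 0.05 1379 and 1159. Of the 2045 genes called by edgeR, DESeq2 called 1074 in the same direction. On the TPM scales limma called 5 genes higher and 4 lower (log2(TPM + 1)) and 2 higher and 3 lower (log2(TPM + 0.1)), with 976 and 963 genes higher at an unadjusted p under 0.05. The planned length correction gave 1692 genes higher, and 1797 together with a block by replicate number. A change of at least 2-fold was reached by 32 higher and 163 lower genes, against 12 and 71 with DESeq2 and 143 and 310 with no count filter. These 2-fold counts also moved with one library left out. With one library left out, the adjusted counts ran from 469 to 934 higher and from 512 to 884 lower. They fell by more than 1.5 times without untreated replicate 1 (469 and 512) and without untreated replicate 2 (537 and 532). Fewer libraries give a test less power; beyond that, the cause was not tested. No gene called by edgeR was called in the opposite direction under any alternative.

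The direction of change over all calls depended on scaling. Higher genes made up 49.5% of the adjusted calls, 34.9% with library size only and 64.0% with the planned length correction, which became 50.3% once centred.

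Deposited replicate numbers are shared between the conditions, but deviations of same-numbered libraries were not correlated (0.00473 over 2 pairs). With the replicate block, 855 genes were higher and 886 lower.

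ID3 fell in every alternative. It was not called by limma on log2(TPM + 1) (-2.97) or log2(TPM + 0.1) (-4.79), nor by DESeq2 (-5.39), whose independent filtering gave no adjusted p to 20374 of 32438 genes, ID3 among them. Adjusted over all genes without that filtering, its DESeq2 adjusted p was 3.7e-04. Why limma did not call it was not tested. Among the other named genes, direction and side of the threshold were kept by 80 of 80 with RLE normalization, 77 of 80 with the replicate block, 60 of 80 with DESeq2, 34 of 75 on each TPM scale, and 64 to 68 with one library left out.

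Of the 20 gene sets 14 passed under camera, 15 under fry and 0 when the inter-gene correlation was estimated; the other alternatives gave 14 to 17. The 14 kept their direction and call under these and fry, except the immediate early genes with no count filter (camera adjusted p = 0.119), where heme synthesis and replication-dependent histones passed. The 17 came without untreated replicate 1, where heme synthesis, lysosomal and vesicular proteins and cytosolic ribosomal proteins also passed, downward; cytosolic ribosomal proteins passed downward without hemin replicate 1 too. Of the genes near ID3 and the globin clusters, 5 passed over the list alone, 1 with DESeq2, and 2 to 5 with one library left out, 2 being the count without untreated replicate 1, untreated replicate 2 or hemin replicate 2. The replicate correlation, as a mean of both pairs, was 0.9769 on log2(CPM + 0.1) and 0.9934 over all genes with at least 1 count. In these cases the cause was not tested.

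Among the named genes and the gene sets, changes of direction were confined to those that edgeR or camera did not call, except AGO2. With the centred GC correction the log2 fold change was 0.0048 for NPRL3 and -0.010 for OR51B5. The GC correction fitted together with a block by replicate number gave values of 0.0020 for NPRL3 and -0.014 for OR51B5. On log2(TPM + 1) with limma the log2 fold change was -0.048 for AGO2, 0.0097 for NOP2, -0.21 for CD44 and -0.017 for OR51B5. On log2(TPM + 0.1) with limma the log2 fold change was -0.049 for AGO2, 0.0098 for NOP2, -0.25 for CD44 and -0.017 for OR51B5. Under the planned length correction the log2 fold change was 0.0085 for PTBP3, 0.0032 for NOP2, 0.038 for POLR3K and 0.021 for OR51B2. That length correction with the block gave 0.0083 for PTBP3, 0.0029 for NOP2, 0.036 for POLR3K and 0.021 for OR51B2. Without a count filter the log2 fold change was 0.0025 for POLR3K. Scaled by library size alone the log2 fold change was -0.026 for OR51B5. With one library left out, values crossed 0 for some genes, running from -0.0072 to 0.39 for HBD, from -0.090 to 0.38 for BGLT3, from -0.14 to 0.058 for NPRL3, from -0.046 to 0.014 for PTBP3, from -0.28 to 0.18 for NOP2, from -0.14 to 0.56 for CD44, from -1.11 to 0.15 for H3C2, from -0.021 to 0.13 for MPG, from -0.10 to 0.091 for POLR3K, from -0.074 to 0.098 for OR51B5, from -0.090 to 0.34 for OR51B4, from -0.083 to 0.031 for OR51B2 and from -0.041 to 0.41 for ENSG00000284931. For cytosolic ribosomal proteins, camera gave the opposite direction, up, with adjusted p = 0.757 (no count filter), 0.965 (length correction) and 0.97 (replicate block with length correction); with one library left out its adjusted p ran from 0.013 to 0.213, also with changes of direction. For mitochondrially encoded proteins, camera gave the opposite direction, down, with adjusted p = 0.902 (library size only), 0.919 (GC correction, centred) and 0.932 (replicate block with GC correction, centred); with one library left out its adjusted p ran from 0.0639 to 0.799, also with changes of direction. For erythroid genes, camera gave the opposite direction, down, with adjusted p = 0.846 (library size only) and 0.973 (replicate block with length correction, centred); with one library left out its adjusted p ran from 0.533 to 0.932, also with changes of direction. For these reversals the cause was not tested. Depth limits HBB, HMOX1, ID4, DUX4 and MDS2, each with at most 3 counts per condition, and the zeros of HBM depend on the division of shared reads.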

Differences from the paper's values

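The counts of genes that fell more than ID3, the adjustment of DESeq2's p over all genes and the centred length correction were chosen only after the results were seen; the other tests in this part were planned.

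The paper reports 1285 upregulated genes at an unadjusted p under 0.05, where edgeR on the RSEM counts gave 2133. The difference fell within 1.5 times with DESeq2 (1379), with library size only (1608), with each library left out (1737 to 1921) and with limma on both TPM scales (976 and 963). It did not with RLE normalization, either count filter, the replicate block, posterior mean counts or the length correction with or without the block. The paper's count of downregulated genes is 1147, against 2118. Here DESeq2 (1159), leaving out untreated replicate 2 (1682) and limma (1551 and 1564) came within that ratio, and the other alternatives set before the data were examined did not.

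For genes that lost contacts, the paper's overlap is about 78 with upregulated genes (Fig. 3B, read by eye), against 118. All alternatives set before the data were examined came within 1.5 times, from 59 (adjusted p) to 115 (replicate block), except the length correction (148). With downregulated genes it is about 54 (Fig. 3C, read by eye), against 99. The alternatives within that ratio were the adjusted p (49), the genes of higher expression (67), DESeq2 (55), the length correction (76) and leaving out hemin replicate 1 (78). Those outside it were the contacts of at least 4-fold (90), the replicate block (93) and leaving out the other libraries (82 to 83). As a share of each list the values lie close: the paper's numbers give about 6.07% of upregulated and 4.71% of downregulated genes (Fig. 3B and 3C, read by eye), against 5.53% and 4.67% here.

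The paper states that ID3 fell the most. By edgeR 5 called genes had larger fitted decreases, all with uncertain read allocation and no expected count after hemin; with the strict count filter 1 did, and with no count filter 49 did. With posterior mean counts 0 called genes fell more than ID3 (-5.23). DESeq2 on the RSEM counts did not call ID3, because independent filtering left it out; without that filtering, a choice made after seeing the values, it was called and 7 genes fell more. In the paper's Table S9, ID3 has a log2 fold change of -5.51 (the paper's value), where DESeq2 here gave -5.39. On the paper's lists the direction was shared: of 198 genes on its sheet of decreases 169 were tested and 168 fell, and of 36 on its sheet of increases 26 were tested and 26 rose.

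Fig. 6 of the paper shows HBQ1 lower after hemin, from about 45 to about 37 TPM (Fig. 6, read by eye), where the libraries gave 42.6 and 43.4 TPM, the means that the paper's Table S16 also lists. The text names HBG1 and HBG2 among the significant increases, while Fig. 6, whose mark stands for a p under 0.05, puts none on HBG2. Both pass on that measure, with an unadjusted p by edgeR of 0.0112 for HBG1 and 0.0132 for HBG2. After adjustment edgeR gave 0.066 and 0.073, and both passed 0.05 with the strict count filter, no count filter, posterior mean counts, the length correction with or without the block, and without hemin replicate 2. They also did with the centred length correction, chosen after seeing the values. Neither passed with DESeq2 (adjusted p = 0.322 for HBG1 and 0.234 for HBG2), RLE factors or library size only. Nor did they with the replicate block, limma, the GC correction or any other library left out.

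For HMOX1 the paper states an increase, whereas the libraries hold 1 count in untreated and 3 counts in hemin-treated cells, which cannot show one.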

Other observations

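The tests on the largest fold changes and on replicate noise, and the GC and centred length corrections, were chosen only after the results were seen. The others in this part were planned.

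The rise of nuclear gene sets was tested against transcript length bias and GC content bias. Under every length correction 4 of 4 nuclear sets kept their camera call, which argues against transcript length bias as the whole cause, and under every GC correction 4 of 4 did, which argues the same for GC content bias. Across genes, the log2 fold change had a Spearman rho of 0.00908 with effective length and -0.0523 with GC content; genes are not independent replicates. None of these sets passed with an estimated inter-gene correlation. An effect of hemin stays open, as do culture and batch differences that were not tested.

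Genes that lost contacts with rDNA were more frequent among changed than other genes (odds ratio 1.21, two-sided Fisher's exact test, p = 0.0312), an excess that some alternatives did not show. The odds ratio was 1.01 without hemin replicate 2 (two-sided Fisher's exact test, p = 0.926) and 1.02 among genes of higher expression (p = 0.838). By the same test p was 0.0748 for genes called at an adjusted p, 0.0501 with contacts of at least 4-fold, 0.092 with the length correction, 0.054 without untreated replicate 1 and 0.0875 without hemin replicate 1. It was 0.0105 without untreated replicate 2, and 8.04e-10 with DESeq2, which covers more genes of low count. Within quartiles of effective length and mean expression the Mantel-Haenszel odds ratio was 0.955, consistent with expression level and length of contacting genes as the source of the excess. Whether a shift of expression follows the loss of contacts cannot be told apart from no shift: the list as a whole gave a camera p of 0.7643, which does not exclude a small shift. Nor did listed genes move more in either direction, with a median absolute log2 fold change of 0.145 against 0.172 for the others, a comparison not matched for expression.

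The largest fold changes may come in part from reads shared between overlapping genes or near-identical copies. Of the 20 called genes with the largest changes, 15 had an RSEM posterior SD of at least 10% of the count, against 51 of 249 other called genes of similar count (two-sided Fisher's exact test, p = 1.01e-06). With posterior mean counts, 1 called gene, ID3, had a log2 fold change beyond 5 in size.

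Replicates differed by more than counting noise, with a mean chi-square per gene of 1.201 for the untreated pair. Among genes with more than 2000 counts it was 1.985 for the untreated and 1.934 for the hemin-treated pair. Whether the replicates are repeat libraries of one culture cannot be told apart from separate cultures by this value, since no spread between known separate cultures is at hand. If they were, the adjusted p-values would describe libraries rather than cultures.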
